# Data of RNA-seq transcriptomes of gastrocnemius muscle, epididymal adipose tissue in obese rats under normoxia/hypoxic exercise environments

**DOI:** 10.1016/j.dib.2024.110134

**Published:** 2024-02-01

**Authors:** Wen Ma, Youhan Liu, Chang Meng, Ying Luo, Qinglu Wang

**Keywords:** Obesity rats, Hypoxia exercise, Normoxia exercise, Adipose tissue, Muscle tissue

## Abstract

Studies on the crosstalk between muscle and adipose tissue can provide beneficial help in elucidating the pathogenesis and treatment of obesity-related diseases [1]. In this data article, we performed RNA sequence analysis of mRNA isolated from epididymal adipose tissue and gastrocnemius muscle tissue in obese rats. Twenty-two samples were selected for gene expression analysis. Raw data from the Illumina Hiseq™ platform sequencer was used for differential gene expression analysis using DESeq and deposited in the GEO public repository under accession number GSE237950. With the economic development and the change of people's lifestyle, obesity has become a major public health problem that endangers global health. Obesity is a metabolic disorder caused by excessive accumulation of white adipose tissue, which can further induce metabolic syndrome such as insulin resistance, type 2 diabetes, and cardiovascular and cerebrovascular diseases. Studies have shown that altitude hypoxic exercise can not only improve muscle buffering capacity and body performance, but also reduce body weight and body fat more significantly. In many countries, it has been used as a treatment program for obesity diseases [2]. Hypoxic exercise can improve lipid metabolism, reduce blood lipid levels, inhibit fatty acid synthesis, and promote fatty acid decomposition and oxidation, which is the mechanism of hypoxic exercise to significantly reduce weight and fat. However, the mechanism of the cross-talk between muscle and fat tissue is not well understood under hypoxia exercise and normoxia exercise conditions. The data contained rat's four different states: normoxia quiet, normoxia exercise, hypoxic quiet, and hypoxic exercise. RNA-seq data will provide insights into the cross-talk between muscle and fat, and the mechanisms of fat metabolism. The data of this study have not been published and are hereby published on this platform to study the cross talk between muscle tissue and adipose tissue in rats under different oxygen content and exercise environment.

Specifications Table

**Table:** 

Subject	Biological and Molecular Sciences, Exercise physiology
Specific subject area	Exercise and lipid metabolism, Muscle and adipose tissue cross-talk
Data format	Raw and analyzed, Filtered raw reads (FASTQ)
Type of data	Tables, Chart, Graph, Figures, RNA-seq raw data
Data collection	Total RNA was extracted from fat normoxia exercise group (FCE, *n* = 3), fat normoxia quiet group (FC, *n* = 3), fat hypoxic quiet group (FH, *n* = 2) and fat hypoxia exercise group (FHE, *n* = 2), muscle normoxia exercise group (MCE, *n* = 3), muscle normoxia quiet group (MC, *n* = 3), muscle hypoxic quiet group (MH, *n* = 3), and muscle hypoxia exercise group (MHE, *n* = 3)
Data source location	Shandong Sport University, Jinan, Shandong, China
Data accessibility	Repository names: Gene Expression Omnibus Data identification number: GSE237950 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237950

## 1 Value of the Data

• The cross-talk study of gastrocnemius muscle and epididymal adipose can provide mechanisms of action between tissues in glucose metabolism, lipid metabolism, extracellular vesicles, and cytokine responses.
• Which method increases the catabolism of adipose tissue between hypoxia and normoxia exercise.
• The data can be used to analyze gene expression and signaling pathway changes in gastrocnemius tissue and epididymal adipose tissue under normoxic quiescence, hypoxic quiescence, normoxic exercise and hypoxic exercise conditions.

## 2 Objective

The Objective of this study was to analyze the cross talk between muscle tissue and adipose tissue in rats under different oxygen content and exercise environment, to provide help for relevant researchers.

## 3 Data Description

Gastrocnemius muscle and epididymal adipose for RNA-seq were isolated from obesity rat model: Total RNA was extracted from epididymal adipose tissue and gastrocnemius muscle tissue. Samples for sequencing analysis were grouped as fat normoxia exercise group (FCE, *n* = 3), fat normoxia quiet group (FC, *n* = 3), fat hypoxic quiet group (FH, *n* = 2) and fat hypoxia exercise group (FHE, *n* = 2), muscle normoxia exercise group (MCE, *n* = 3), muscle normoxia quiet group (MC, *n* = 3), muscle hypoxic quiet group (MH, *n* = 3), and muscle hypoxia exercise group (MHE, *n* = 3). 

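The data are mRNA sequencing libraries from obese male rats kept for 4 weeks at 21% oxygen (normoxia) or 13.6% oxygen (hypoxia), at rest or with treadmill running. By Fig. 3 of the paper the running speed was 25 m/min in normoxia and 20 m/min in hypoxia, so hypoxia exercise (HE) against normoxia exercise (CE) and the interaction compare speed as well as oxygen. There were 10 libraries of epididymal adipose tissue, of which 3 were FC, 3 FCE, 2 FH and 2 FHE, and 12 libraries of gastrocnemius muscle, 3 in each of MC, MCE, MH and MHE. The authors filtered the reads, aligned them with HISAT2 to the rat genome of Ensembl release 99 and deposited read counts and TPM (counts scaled by gene length and library total) for 32623 genes. The paper's text does not name the program that counted the reads or its strand setting.

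Total counts per library ranged from 31449793 to 43402503 (median 40727588) in FC and from 37176440 to 42812906 (median 38580608) in FCE. They were 35973007 and 37911071 in FH, and 36298399 and 44334313 in FHE. In muscle they ranged from 27149905 to 43834953 (median 33463136) in MC, from 38832699 to 42647943 (median 41229039) in MCE, from 32175012 to 40978512 (median 33448631) in MH and from 33175262 to 40907267 (median 35796492) in MHE.

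Mitochondrially encoded genes took 89.4% to 97.4% of the counts of the muscle libraries and 10.1% to 22.6% of those of 8 fat libraries. They took 44.7% of the counts in FHE2 (95% Wilson interval 44.72% to 44.75%) and 40.7% in FHE3 (40.71% to 40.74%), and these intervals cover counting error only. Nuclear genes were left with 841153 to 4334813 counts per muscle library and 20060028 to 36162561 per fat library. Mt-atp6 took more than 8% of the mitochondrial counts in 6 fat libraries (FC1, FC2, FCE2, FH1, FHE2 and FHE3) and less in the other 4 (FC3, FCE1, FCE3 and FH3), a difference noticed only in the data. The first set held both FHE libraries beside libraries of each other fat group, and the second held no FHE library.

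Genes were compared within each tissue by the quasi-likelihood test of edgeR with TMM normalization and 1 mean per group. The filter on low counts kept 16364 genes in fat and 12421 in muscle, over which p was adjusted by the method of Benjamini and Hochberg. CPM are counts per 1000000 of the normalized library size, and CPM of nuclear counts are taken over the nuclear genes alone. A total of 43 gene lists were tested with camera at a preset correlation of 0.01 between genes. Other splits of the same libraries called up to 18 lists for FCE against FC, where the real groups gave 6. In muscle they called up to 15, 10, 8 and 13 for CE against C, H against C, HE against H and HE against CE. The real muscle groups gave 9, 7, 8 and 11. The other fat contrasts were not split. A list call alone therefore does not tell treatment from other differences between libraries. The contrasts, the lists and the rule for naming genes were fixed before the data were examined.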

Raw data from the Illumina Hiseq™ platform sequencer is stored as FASTQ and gene abundance data in the Gene Expression Omnibus (GEO) (accession number: GSE237950) [3]. The accession number for individual samples in GEO database in Table 1. Thereafter, libraries were prepared and checked for quality using the Bioanalyzer 2100. The raw RNA-seq reads were obtained with the Illumina Hiseq™ platform [4]. The results are stored in the FASTQ (fq) file format containing sequence information of sequencing sequences (reads) and their corresponding sequencing quality information. Then, we carried out different bioinformatic analyses of the raw RNA-seq data including: Quality assessment of the sequencing data, Mapping Results, Redundant sequence analysis, Single Nucleotide Polymorphisms analysis, Variable shear analysis, the gene expression levels analysis, Co-expression of Wayne diagrams, Comparative analysis of the expression levels, Differential expression analysis, Functional annotation of the differential genes, Differential gene KEGG pathway diagram, Functional enrichment analysis of the differential genes, Functional enrichment for the association analysis and so on [5].

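Fat of hypoxic quiet rats (FH) held more transcripts of mesothelium, the cell layer that covers the fat pad, than fat of normoxia quiet rats (FC). All 12 mesothelial markers had positive log2 fold changes with a median of 4.97 (camera adjusted p = 6.26e-17, and adjusted p = 0.150 with an estimated correlation), and 10 were higher when adjusted over the list alone. Msln, which encodes the mesothelial surface protein mesothelin, was at 148 ± 132 CPM (SD, n = 2) in FH and 0.960 ± 0.987 CPM (SD, n = 3) in FC. Genes of cholesterol synthesis were lower in FH, where 1 of 20 had a positive log2 fold change and the median was -0.89 (camera adjusted p = 2.76e-10, and adjusted p = 0.512 with an estimated correlation). Of these, 4 were lower when adjusted over the list alone, among them Insig1, which encodes a sterol sensor of the endoplasmic reticulum, with a log2 fold change of -1.99 (SE 0.42, adjusted p = 0.593 from edgeR).

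Nuclear-encoded genes of oxidative phosphorylation were lower in FH as well, with 1 of 49 positive and a median of -0.41 (camera adjusted p = 1.14e-10, and adjusted p = 0.535 with an estimated correlation). Genes of lipolysis and the lipid droplet had a median of -0.21 in FH (camera adjusted p = 0.00259, and adjusted p = 0.607 with an estimated correlation) and were not called in the other 3 contrasts (adjusted p = 0.798, 0.609 and 0.174). Adipocyte markers were lower too, with 2 of 16 positive and a median of -0.26 (camera adjusted p = 0.000551, and adjusted p = 0.528 with an estimated correlation), and so were endothelial markers, with 1 of 12 positive and a median of -0.35 (camera adjusted p = 0.0429, and adjusted p = 0.535 with an estimated correlation). Interferon response genes were higher in FH, with 20 of 20 positive and a median of 1.12 (camera adjusted p = 2.11e-09, and adjusted p = 0.512 with an estimated correlation). T cell markers were 14 of 14 positive with a median of 1.11 (camera adjusted p = 2.76e-05, and adjusted p = 0.512 with an estimated correlation). Mast cell, macrophage and B cell markers were higher too, with 9 of 9, 14 of 17 and 9 of 10 positive and medians of 1.55, 0.48 and 0.77 (camera adjusted p = 6.12e-07, 0.000398 and 0.0143, and adjusted p = 0.449, 0.512 and 0.512 with an estimated correlation). Without FH3, the adjusted p was 0.297 for the interferon and macrophage lists, 0.951 for the T cell list (0.0675 without FC3) and 0.522 for the B cell list (0.0675 without FC3, and not called without FC2 either). It was 0.184 for oxidative phosphorylation, 0.223 for lipolysis, 0.721 for adipocyte and 0.984 for endothelial markers, these 4 with the direction turned, and the endothelial list also did not pass without FCE1, FCE3 or FC3 (0.0518, 0.0515 and 0.324). The mesothelial list stayed higher and cholesterol synthesis lower without FH3. That omission leaves FH1 as the only FH library, so the values without FH3 measure no spread between FH rats. Msln was at 403 CPM of nuclear counts in FH3 and 67.8 in FH1.

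In fat of hypoxia exercise rats (FHE) against FH, the 13 mitochondrially encoded genes were higher with a median log2 fold change of 2.78 (camera adjusted p = 1.54e-16, and adjusted p = 0.692 with an estimated correlation), all 13 also when adjusted over the list alone. Mt-nd4, a subunit of complex I, was at 27740 ± 1369 CPM (SD, n = 2) in FHE and 3177 ± 113 CPM (SD, n = 2) in FH. Against normoxia exercise fat (FCE), the same list had a median of 1.93 (camera adjusted p = 1.66e-17, and adjusted p = 0.492 with an estimated correlation). Extracellular matrix genes were lower in FHE than in FH, with 0 of 27 positive and a median of -1.13 (camera adjusted p = 8.54e-07, and adjusted p = 0.692 with an estimated correlation). They were also lower than in FCE, with a median of -1.24 (camera adjusted p = 1.30e-08, and adjusted p = 0.918 with an estimated correlation). Adjusted over the list alone, 4 and 6 matrix genes were lower. Mesothelial and skeletal muscle fibre markers were higher in FHE than in FCE, with 10 of 12 and 16 of 16 positive and medians of 1.69 and 4.67 (camera adjusted p = 0.000134 and 0.00798, and adjusted p = 0.918 and 0.936 with an estimated correlation). The adjusted p of the fibre list was 0.105 without FCE1, 0.149 without FCE3 and 0.154 without FHE3, the last with the direction turned. Markers of other cell types were lower in FHE than in FH as well. They were those of fibroblasts and adipose progenitors (0 of 11 positive, median -0.73), macrophages (2 of 17, -0.91) and T cells (0 of 14, -1.90), with camera adjusted p = 0.0344, 0.0214 and 0.000762, and adjusted p = 0.692 each with an estimated correlation. The adjusted p was 0.419 and 0.248 for the fibroblast list without FHE3 or FH1, 0.655 and 0.308 for the macrophage list without FHE3 or FH3, and 0.308 for the T cell list without FH3. Thbs1, which encodes the matrix glycoprotein thrombospondin 1, had a log2 fold change of -3.78 (SE 0.63, adjusted p = 0.202 from edgeR) against FH. Loxl2, an enzyme that crosslinks collagen, had -2.87 (SE 0.60, adjusted p = 0.202 from edgeR).

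Skeletal muscle transcripts stood out in FHE3 and FCE2. Acta1, the actin of muscle fibres, was at 7031 CPM of nuclear counts in FHE3, 550 in FCE2 and 0.138 to 24.1 in the other 8 fat libraries. The 16 skeletal muscle fibre markers had a median of 10.05 in FHE against FH (camera adjusted p = 0.000625, and adjusted p = 0.692 with an estimated correlation), with adjusted p = 0.920 without FHE3. FHE3 and FCE2 were also left out together, a setting chosen after seeing the data. Fewer lists were then called in FHE against FH, while the mitochondrially encoded list stayed higher and the matrix list lower. This omission leaves FHE2 as the only FHE library, so it measures no spread between FHE rats.

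No gene in fat passed an adjusted p of 0.05 from edgeR in the 5 contrasts. An unadjusted p under 0.05 was reached by 824 genes in FCE against FC, 777 in FH against FC, 2753 in FHE against FH, 1859 in FHE against FCE and 853 in the interaction, and DESeq2 called 66, 151, 996, 470 and 63 genes. With the higher or lower Mt-atp6 share as a batch term, chosen after seeing the data, edgeR also called 0 genes in each contrast. With the intronic share of reads as a covariate, fixed beforehand, it called 91 in FHE against FCE and 0 in the other 4. Omission of an FHE or FH library leaves 1 library in that group, which is assumed to vary like the other groups. With 1 library left out, edgeR called genes without FHE2 (16 in FHE against FH and 11 in FHE against FCE), without FHE3 (10 and 9, and 6 in the interaction), without FH1 (3 in FH against FC, and 1 each in FHE against FH and the interaction) and without FC3 (1 in FHE against FCE).

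**Figure D1:**
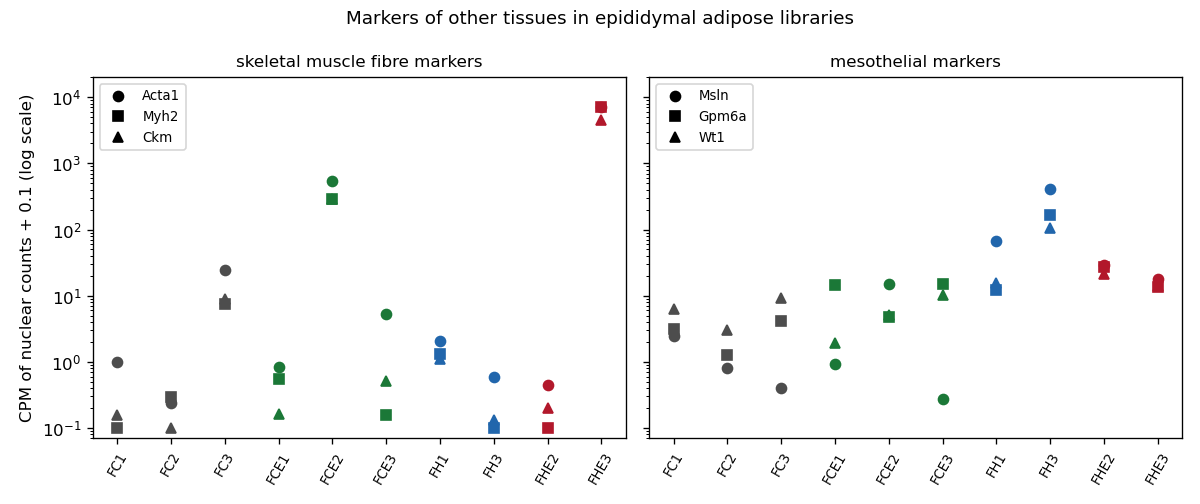
CPM of nuclear counts plus 0.1 on a log axis for 3 skeletal muscle fibre markers (Acta1, Myh2 and Ckm) and 3 mesothelial markers (Msln, Gpm6a and Wt1) in each of the 10 fat libraries, where points are libraries, shapes are genes and colours are groups. The fibre markers peak in FHE3 (Acta1 7031) and then FCE2 (Acta1 550), and Msln peaks in FH3 (403).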

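Clock genes differed between the muscle groups. The paper's text gives no time of killing per group, so a difference in time of day cannot be told apart from exercise or hypoxia. Dbp (ENSRNOG00000021027), a transcription factor driven by the circadian clock, was higher in normoxia exercise (MCE against MC) by 2.96 on the log2 scale (SE 0.37, adjusted p = 0.0174 from edgeR) and in hypoxia at rest (MH against MC) by 3.52 (SE 0.38, adjusted p = 0.00134 from edgeR). Its level was 1.80 ± 0.26 CPM in MC, 13.9 ± 8.68 in MCE, 20.5 ± 2.73 in MH and 25.3 ± 2.79 in MHE (SD, n = 3 each). In MH, the clock repressors Per2 (ENSRNOG00000020254) and Nr1d2 (ENSRNOG00000046912) rose by 1.79 (SE 0.28) and 1.45 (SE 0.23) on the log2 scale, and Arntl (ENSRNOG00000014448), which encodes the clock activator BMAL1, fell by 3.87 (SE 0.61), each with an adjusted p = 0.0473 from edgeR. Arntl was at 3.62 ± 0.60 CPM in MC and 0.203 ± 0.176 in MH (SD, n = 3 each). MH3 had 0 counts, where 3 counts would be 3.57 CPM of nuclear counts, a scale on which the MC libraries lay at 52.8 to 74.2.

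Rpl30 (ENSRNOG00000032825), named after a protein of the large ribosomal subunit, fell by 2.64 (SE 0.27, adjusted p = 0.00134 from edgeR) in MH against MC and rose by 2.23 (SE 0.26, adjusted p = 0.00884 from edgeR) in MHE against MH. Its level was 30.3 ± 5.54 CPM in MC, 4.88 ± 1.28 in MH and 22.8 ± 1.97 in MHE (SD, n = 3 each). The RefSeq gene table, of assembly GRCr8, lists copies and pseudogenes named after Rpl30, so reads may be shared between copies and its values are uncertain. In Ensembl release 99 coordinates, Rpl30 lies on chromosome 10 from 38024477 to 38024937, Dbp on chromosome 1 from 101687855 to 101692846, Arntl on chromosome 1 from 178039063 to 178137465, Per2 on chromosome 9 from 98555169 to 98597359 and Nr1d2 on chromosome 15 from 8730871 to 8757165.

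These are all the genes called in the 5 muscle contrasts, 1 in MCE against MC, 5 in MH against MC and 1 in MHE against MH. edgeR called 0 genes in MHE against MCE (445 at an unadjusted p under 0.05, 14 by DESeq2) and 0 in the interaction (475 and 13), where Rpl30 had a log2 value of 2.45 (SE 0.36, adjusted p = 0.109) and Dbp -2.65 (SE 0.49, adjusted p = 0.333). In fat, none of the 5 genes passed in FH against FC, where their log2 fold changes had the direction of muscle, with 2.83 for Dbp, 1.67 for Nr1d2, 1.51 for Per2, -2.53 for Arntl and -2.31 for Rpl30 (adjusted p from 0.463 for Dbp to 1.00 for Per2 from edgeR).

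The clock list was called in MH against MC, with 11 of 17 positive and a median of 0.86 (camera adjusted p = 0.00300, and adjusted p = 0.350 with an estimated correlation). Adjusted over the list alone, 8 members were higher and 3 lower in muscle, and also 8 and 3 in fat of FH against FC (camera adjusted p = 2.76e-05, and adjusted p = 0.150 with an estimated correlation). Immediate-early genes were higher in MH, with 24 of 25 positive and a median of 1.08 (camera adjusted p = 1.38e-10, and adjusted p = 0.731 with an estimated correlation), and 13 were higher when adjusted over the list alone. Ier3 was at 3.60 ± 0.58 CPM in MH and 1.14 ± 0.19 in MC (SD, n = 3 each). Genes of fatty acid oxidation were lower in MH, with 4 of 23 positive and a median of -0.30 (camera adjusted p = 0.000516, adjusted p = 0.731 with an estimated correlation and 0.0594 without MC2). Ucp3, a mitochondrial uncoupling protein, had a log2 fold change of -1.93 (SE 0.38, adjusted p = 0.149 from edgeR), and Pdk4, which holds back pyruvate oxidation, -1.94 (SE 0.46, adjusted p = 0.178 from edgeR). Both were lower when adjusted over the list alone. Erythroid genes were lower in MH as well, with 0 of 6 positive and a median of -1.03 (camera adjusted p = 0.0118, adjusted p = 0.731 with an estimated correlation, and 0.0580 without MC1 and 0.230 without MH2).

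In MHE against MH, genes of the unfolded protein and integrated stress response were lower, with 0 of 16 positive and a median of -0.49 (camera adjusted p = 6.35e-05, and adjusted p = 0.314 with an estimated correlation). Against MH, adipocyte markers were higher, with 12 of 14 positive and a median of 0.58 (camera adjusted p = 0.00135, adjusted p = 0.556 with an estimated correlation and 0.237 without MH2). Smooth muscle markers were lower, with 2 of 10 positive and a median of -0.29 (camera adjusted p = 0.0132, adjusted p = 0.552 with an estimated correlation, and 0.123 without MHE2 and 0.149 without MH1). Adipocyte markers were also higher in MHE than in MCE, with 14 of 14 positive and a median of 0.90 (camera adjusted p = 4.44e-08, and adjusted p = 0.268 with an estimated correlation), and Adipoq, which encodes adiponectin, was at 11.8 ± 4.41 against 2.60 ± 1.20 CPM (SD, n = 3 each). Erythroid genes were lower, with 0 of 6 positive and a median of -1.84 (camera adjusted p = 2.46e-05, and adjusted p = 0.298 with an estimated correlation).

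With 1 library left out, Dbp in MCE did not pass without MC1, MC2 or MC3 (log2 fold change 2.88 to 3.08, adjusted p up to 0.299), nor Rpl30 in MHE without MHE2, MH1 or MH2 (2.03 to 2.34, adjusted p up to 0.0825). In MH, Nr1d2 passed only without MCE1, MCE2 or MC2, Per2 only without MCE1, MCE2 or MH1, and Arntl only without MCE1 or MCE2. Their adjusted p was otherwise up to 0.215, 0.183 and 0.215 with the direction kept. With the intronic share of reads as a covariate, Nr1d2 and Per2 did not pass (adjusted p = 0.0524 each from edgeR).

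**Figure D2:**
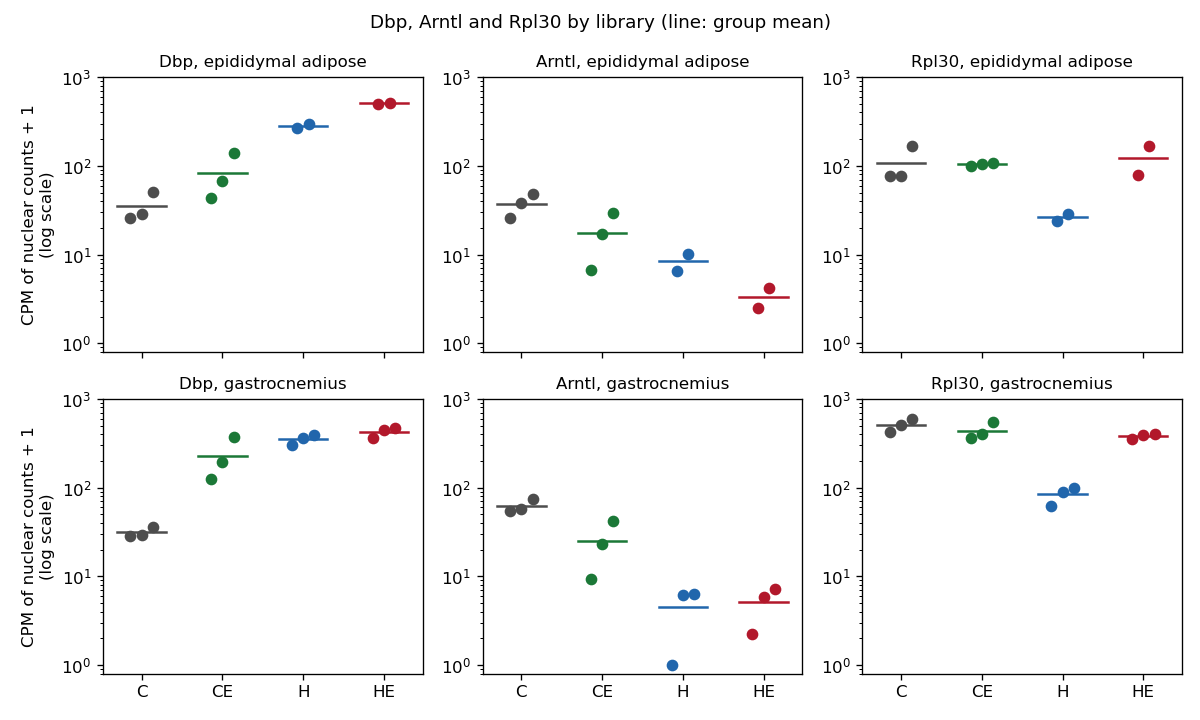
CPM of nuclear counts plus 1 on a log axis for Dbp, Arntl and Rpl30 by group (C, CE, H and HE), with epididymal adipose in the upper and gastrocnemius in the lower panels, where points are libraries and lines are group means. Dbp lies at 27.8 to 34.9 in C and 297 to 393 in H in gastrocnemius, and at 25.1 to 50.1 and 264 to 292 in epididymal adipose.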

**Table 1:** List of accession number of epididymal adipose tissue and gastrocnemius muscle tissue in obese rats’ transcriptome in GEO database.

Sample	Type	Treatment	Geo accession number
FCE1	Adipose tissue	Normoxia exercise	GSM7656816
FCE2	Adipose tissue	Normoxia exercise	GSM7656817
FCE3	Adipose tissue	Normoxia exercise	GSM7656818
FHE2	Adipose tissue	Hypoxia exercise	GSM7656819
FHE3	Adipose tissue	Hypoxia exercise	GSM7656820
FC1	Adipose tissue	Normoxia quiet	GSM7656821
FC2	Adipose tissue	Normoxia quiet	GSM7656822
FC3	Adipose tissue	Normoxia quiet	GSM7656823
FH1	Adipose tissue	Hypoxic quiet	GSM7656824
FH3	Adipose tissue	Hypoxic quiet	GSM7656825
MCE1	Musculature	Normoxia exercise	GSM7656826
MCE2	Musculature	Normoxia exercise	GSM7656827
MCE3	Musculature	normoxia exercise	GSM7656828
MHE1	Musculature	Hypoxia exercise	GSM7656829
MHE2	Musculature	Hypoxia exercise	GSM7656830
MHE3	Musculature	Hypoxia exercise	GSM7656831
MC1	Musculature	Normoxia quiet	GSM7656832
MC2	Musculature	Normoxia quiet	GSM7656833
MC3	Musculature	Normoxia quiet	GSM7656834
MH1	Musculature	Hypoxic quiet	GSM7656835
MH2	Musculature	Hypoxic quiet	GSM7656836
MH3	Musculature	Hypoxic quiet	GSM7656837

In RNA-seq analysis, we can estimate the expression level of genes by counting sequencing sequences (reads) mapping to the genomic regions or exonic regions of the gene. 

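Transcripts of the mitochondrial genome were the most abundant in both tissues. Mt-co1, a subunit of cytochrome c oxidase, had a mean TPM of 175250 ± 19091 (SD, n = 12) in gastrocnemius and 48427 ± 16390 (SD, n = 10) in epididymal fat. Mt-cox3, Mt-co2 and Mt-atp8 were also among the 5 highest genes of both tissues, with 156265 ± 7983, 122769 ± 10312 and 93099 ± 7805 in gastrocnemius and 47009 ± 22433, 28104 ± 12362 and 29587 ± 17244 in fat. The remaining place was taken by Mt-cyb in gastrocnemius (76047 ± 3791) and by Mt-atp6 in fat (45325 ± 41833).

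Among nuclear genes, named here after their values were seen, the fatty acid binding protein Fabp4 had 21069 ± 6009 and the carbonic anhydrase Car3 20956 ± 6410 TPM in fat (SD, n = 10). The muscle actin Acta1 had 1256 ± 564, the calcium pump Atp2a1 940 ± 595 and the myosin light chain Myl1 629 ± 440 TPM in gastrocnemius (SD, n = 12). Higher than these there were Rn60_1_2212.4 and AABR07046778.1, loci without a common gene name, at 2478 ± 3155 and 1974 ± 366 TPM.

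The 10 highest genes of a library held 86.3 ± 1.99% of TPM in gastrocnemius and 31.1 ± 12.2% in fat, with 52.3 ± 0.97% (SD, n = 2) in FHE. Over genes with TPM above 0, the median log2 TPM was -1.28 ± 0.57 in gastrocnemius (SD, n = 12) and 2.19 ± 0.49 in fat (SD, n = 10), a difference of 3.47. The 4 measures compared (median, density peak, share of the 10 highest genes and mitochondrial share) each gave p = 2e-05 in a two-sided permutation test, the smallest that 100000 draws can give. Adjusted over 7 permutation tests, this is 2.8e-05. Without the mitochondrial genes the median turned, with 3.20 ± 0.15 in gastrocnemius, 2.72 ± 0.30 in fat and a difference of -0.47 (permutation test, p = 0.00026). The difference in density peak was 0.33 in place of 4.29 (permutation test, p = 0.00178), with 3.76 ± 0.31 in fat and 3.43 ± 0.17 in gastrocnemius. The 10 highest nuclear genes held 22.1 ± 5.20% in gastrocnemius and 15.3 ± 2.17% in fat (permutation test, p = 0.0002).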

Fig. 1 represents the gene expression level results for 22 samples. The correlation of gene expression level is an important indicator to describe whether the data selection is reasonable. The closer the correlation coefficient between samples is to 1, the higher the similarity of gene expression pattern between sample, to explore the cross talk between muscle and adipose tissue. 

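Among genes with a mean of at least 100 CPM in the higher tissue, the largest difference between fat and muscle was that of Trdn. This gene, which encodes a protein of the calcium release unit of muscle, was higher in gastrocnemius than in fat by 12.94 on the log2 scale (SE 1.55, adjusted p = 3.14e-07 from edgeR). Tnnc2, Atp2a1 and Mb, which encode troponin C, the calcium pump and myoglobin, came next with 9.35, 9.17 and 8.98, and Acta1 was higher by 8.86 (SE 2.00, adjusted p = 0.000648 from edgeR). In the other direction, Plin1, which coats lipid droplets, had a log2 fold change of -8.43 (SE 0.62, adjusted p = 2.05e-10 from edgeR), and the hormone leptin, Lep, -7.83 (SE 0.71, adjusted p = 5.32e-09 from edgeR). Scd, Aqp7 and Cidec, of lipid desaturation, glycerol export and lipid droplets, had -8.09, -7.60 and -7.20. In fat, Tnnc2, Atp2a1, Mb and Acta1 were highest in FHE3 and then FCE2, with Atp2a1 at 1559 and 56.4 CPM there and 0 to 1.77 in the other 8 fat libraries. Plin1 was at 636 ± 174 CPM (SD, n = 10) in fat and 2.92 ± 4.24 (SD, n = 12) in muscle. Trdn lies on chromosome 1 from 25403390 to 25839345 and Plin1 on chromosome 1 from 141458181 to 141471010.

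Of 13797 genes tested in the 22 libraries with treatment as a covariate, 3608 were higher and 4478 lower in muscle at an adjusted p under 0.05, and 4813 of the 8086 changed at least 2-fold.

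Pearson's r between libraries was computed across 22789 genes on TPM without logarithm, and these genes are not independent replicates. It had a median of 0.995 (0.978 to 1.00) between muscle libraries, 0.898 (0.641 to 0.988) between fat libraries and 0.812 (0.673 to 0.877) between a fat and a muscle library. The 120 values of the last kind printed in Fig. 2 match these to within 0.01. The median between fat and muscle was 0.744 on log2(TPM + 1) and 0.208 without the mitochondrial genes.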

Fig. 2 shows the correlation between samples, the color block represents the correlation index value, the gray the color indicates the correlation index between samples, the yellow the color is the correlation index is higher. C, CE, H and HE represent four different intervention methods, C represents normoxia quiet, CE represents normoxia exercise, H represents hypoxic quiet, and HE represents hypoxia exercise. 

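Correlation with muscle differed widely between the fat libraries. FHE3 had a mean Pearson's r of 0.814 with the 12 muscle libraries, which was rank 5 of 10. FH3 had 0.849, FC3 0.845 and FCE2 0.816, while FCE3 had the lowest mean with 0.678. The 16 skeletal muscle fibre markers summed to 35340 CPM of nuclear counts in FHE3 and 1925 in FCE2. The mean over the 2 FHE libraries was higher than that over the other 8 by 0.0598, with an SD of 0.0624 among the 8. An exact two-sided permutation test over the 45 splits of the fat libraries gave p = 0.2 (0.233 adjusted over 7 permutation tests), where the smallest possible is 0.0222. The difference was 0.0335 without FHE2 and 0.0861 without FHE3. Among the 6 libraries with the higher Mt-atp6 share, which hold both FHE libraries, the difference was 0.0676 (exact permutation test, p = 0.2, smallest possible 0.0667), and the other 4 fat libraries hold no FHE.

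Between fat and muscle of the same treatment and those of other treatments, the difference in mean r was -0.000118 (permutation test, p = 0.941).

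Of the 6 other settings fixed beforehand, the FHE difference passed the test under 3, with 0.0712 on log2(TPM + 1), 0.110 without the mitochondrial genes and 0.145 without the 20 highest genes (exact permutation test, p = 0.0222 each). It did not pass on log2(TPM + 0.0001) (exact permutation test, p = 0.133), with Spearman's rho (p = 0.156) or with genes of TPM at least 1 in 2 libraries (p = 0.2). Without the mitochondrial genes the same-treatment difference was 0.00759 (permutation test, p = 0.0461). It was 0.0155 (permutation test, p = 0.00129) with rescaled TPM of named nuclear genes and 0.0130 (permutation test, p = 0.00702) without their fibre genes, both settings added after seeing the data. Among the 6 libraries with the higher Mt-atp6 share none of these 3 differences passed, with 0.00443, 0.00734 and 0.00183 (permutation test, p = 0.711, 0.597 and 0.696).

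The FHE libraries lay apart from the others in mitochondrial share, so no r over all 10 is given, and its relation to mean r is given over the other 8 fat libraries, a test added after seeing the data. Pearson's r was 0.442 with all genes, -0.738 without the mitochondrial genes and 0.614 on log2(TPM + 1) (permutation test, p = 0.277, 0.0307 and 0.114, and 0.277, 0.0922 and 0.172 adjusted over these 3). Spearman's rho was 0.405, -0.881 and 0.286 (permutation test, p = 0.326, 0.00705 and 0.502), and r without the 2 libraries farthest from the median 0.127, -0.881 and 0.621. Over all 10 fat libraries r was positive in each of the 3, so without the mitochondrial genes its sign depends on the FHE libraries.

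**Figure D3:**
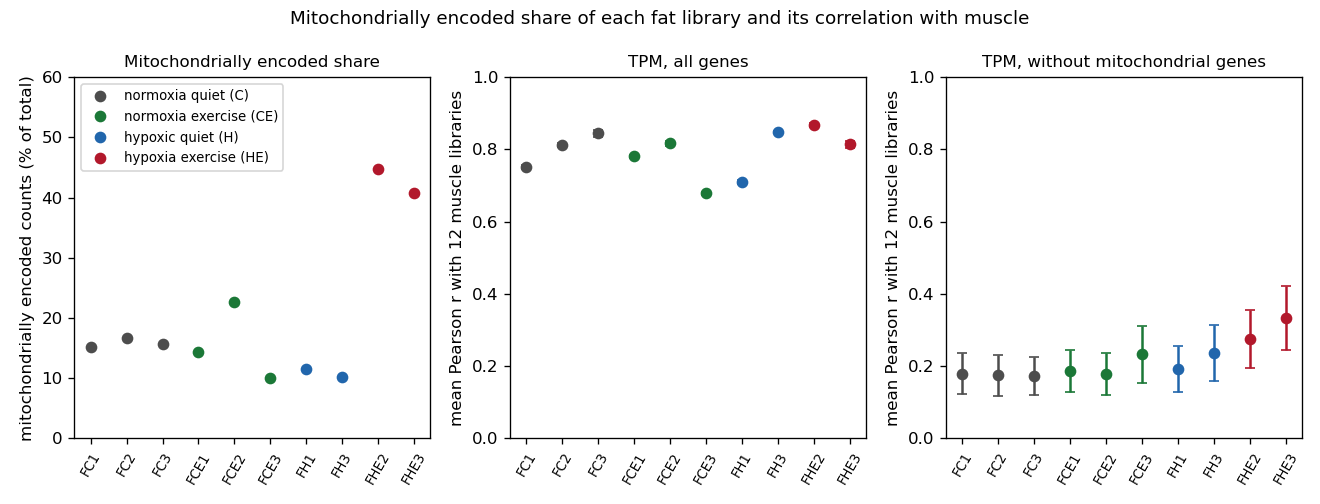
Share of mitochondrially encoded counts in percent (left) and mean Pearson's r with the 12 muscle libraries on TPM with all genes (middle) and without the mitochondrial genes (right), for each of the 10 fat libraries, coloured by group, where bars are the SD over muscle libraries. FHE3 is at 0.814 with all genes and at 0.333 without the mitochondrial genes.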

The analysis showed that there was a strong correlation between adipose tissue and muscle tissue in the four different groups under HE conditions. For example, the expression of FHE2 was highly correlated between muscle tissue and adipose tissue under hypoxic. This study further demonstrated that hypoxic exercise enhanced the crosstalk between adipose tissue and muscle tissue.

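FHE2 had the highest mean r with muscle of the 10 fat libraries, 0.867 ± 0.00551 (SD over 12 muscle libraries), with a range of 0.856 to 0.877. Its mean r was 0.863 with the 3 MHE libraries and 0.868 with the 9 muscle libraries of other treatments. FHE2 is 1 library, so no test was run. Skeletal muscle transcripts were nearly absent from FHE2, with Acta1 at 0.349 CPM of nuclear counts from 7 counts and Myh2 at 0 counts, where 3 counts would be 0.150 CPM of nuclear counts. On log2(TPM + 1) the mean r of FHE2 was 0.768 (rank 2), with Spearman's rho 0.846 (rank 6), and without the mitochondrial genes 0.276 (rank 2).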

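Genes that encode signals between tissues were compared under hypoxia exercise in both tissues. In fat, Serpina12, the adipokine vaspin, was at 0.295 ± 0.0191 CPM in FHE and 5.21 ± 1.71 in FH (SD, n = 2 each), with a log2 fold change of -4.13 (SE 0.89, adjusted p = 0.202 from edgeR). Klb, a co-receptor of FGF21, had -2.89 (SE 0.73, adjusted p = 0.202 from edgeR), and Flot2, a membrane protein found in vesicles, 1.53 (SE 0.29, adjusted p = 0.202 from edgeR). Against FCE, Nrg4, an adipokine of the neuregulin family, had 1.84 (SE 0.37, adjusted p = 0.217 from edgeR), and Sparc, a matrix protein also listed as a myokine, -2.23 (SE 0.52, adjusted p = 0.273 from edgeR). All 5 passed when adjusted over the list alone, and none passed over all genes tested.

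The lists of myokines, of their receptors and those of adipokines, and of extracellular vesicles were not called by camera in FHE against FH (adjusted p = 0.819, 0.0985 and 0.901), FHE against FCE (0.587, 0.688 and 0.561), MHE against MH (0.296, 0.999 and 0.442) or MHE against MCE (0.669, 0.565 and 0.226). Adipokine genes were called in MHE against MCE, with 14 of 19 positive and a median log2 fold change of 0.21 (camera adjusted p = 0.0121, and adjusted p = 0.268 with an estimated correlation), but not without MCE3 (adjusted p = 0.125) or MHE2 (0.0535). There C1qtnf9, a secreted relative of adiponectin, had 1.45 (SE 0.42, adjusted p = 0.997 from edgeR), and 4 members were higher when adjusted over the list alone. So were 5 adipocyte markers, a list that was called in the same contrast.

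Across the 12330 genes tested in both tissues, log2 fold changes in fat and muscle had a Spearman's rho of 0.03 for HE against H, 0.13 for HE against CE, 0.07 for CE against C, 0.13 for H against C and 0.08 for the interaction. Pearson's r was 0.00, 0.09, 0.07, 0.02 and 0.03 in the same order. With 1 library left out, rho lay between -0.0712 and 0.146, 0.0523 and 0.157, 0.0213 and 0.126, 0.0417 and 0.184, and -0.0154 and 0.167, and r between -0.0377 and 0.0556, 0.0110 and 0.128, 0.0123 and 0.0864, -0.190 and 0.388, and -0.0558 and 0.141. At a mean of at least 5 CPM in both tissues rho was 0.112, 0.198, 0.112, 0.166 and 0.174. These are correlations across genes, which are not independent replicates. No gene could be called in both tissues, since none was called in fat, so the absence of shared calls says nothing on sharing. Genes with an unadjusted p under 0.05 and a positive fold change in both tissues numbered 30, 36, 27, 37 and 16, where 17.5, 13.8, 5.33, 14.3 and 4.79 would be expected by chance. Those with a negative one numbered 28, 29, 13, 20 and 15, where 24.1, 11.7, 2.41, 7.82 and 6.53 would be expected. The expected numbers take the tissues as independent. Yet deviations of same-numbered fat and muscle libraries of a treatment had a median correlation of 0.116, against -0.0713 for different numbers. Whether such libraries share a rat was not settled, so counts above the expected numbers cannot be ascribed to treatment. Omission of a library moved these counts in every contrast. For HE against CE, 21 were positive without MHE3 (9.64 expected), and for CE against C, 7 were negative without FCE1 (0.995 expected). With 1 library left out, the positive count ranged from 21 (8.17 expected, without FC1) to 77 (43.3 expected, without FH1) for H against C, where Dbp and Nr1d2 are among the 37, and from 17 (12.1 expected, without FH3) to 65 (28.0 expected, without MH2) for HE against H. For HE against H the positive count was below that expected without MH1 (26 and 30.9 expected), and the negative one without MH3 (11 and 16.9) and FHE3 (21 and 29.2). After the correlations of Fig. 2, the paper states that hypoxic exercise strengthened the exchange between the tissues.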

**Fig. 1:**
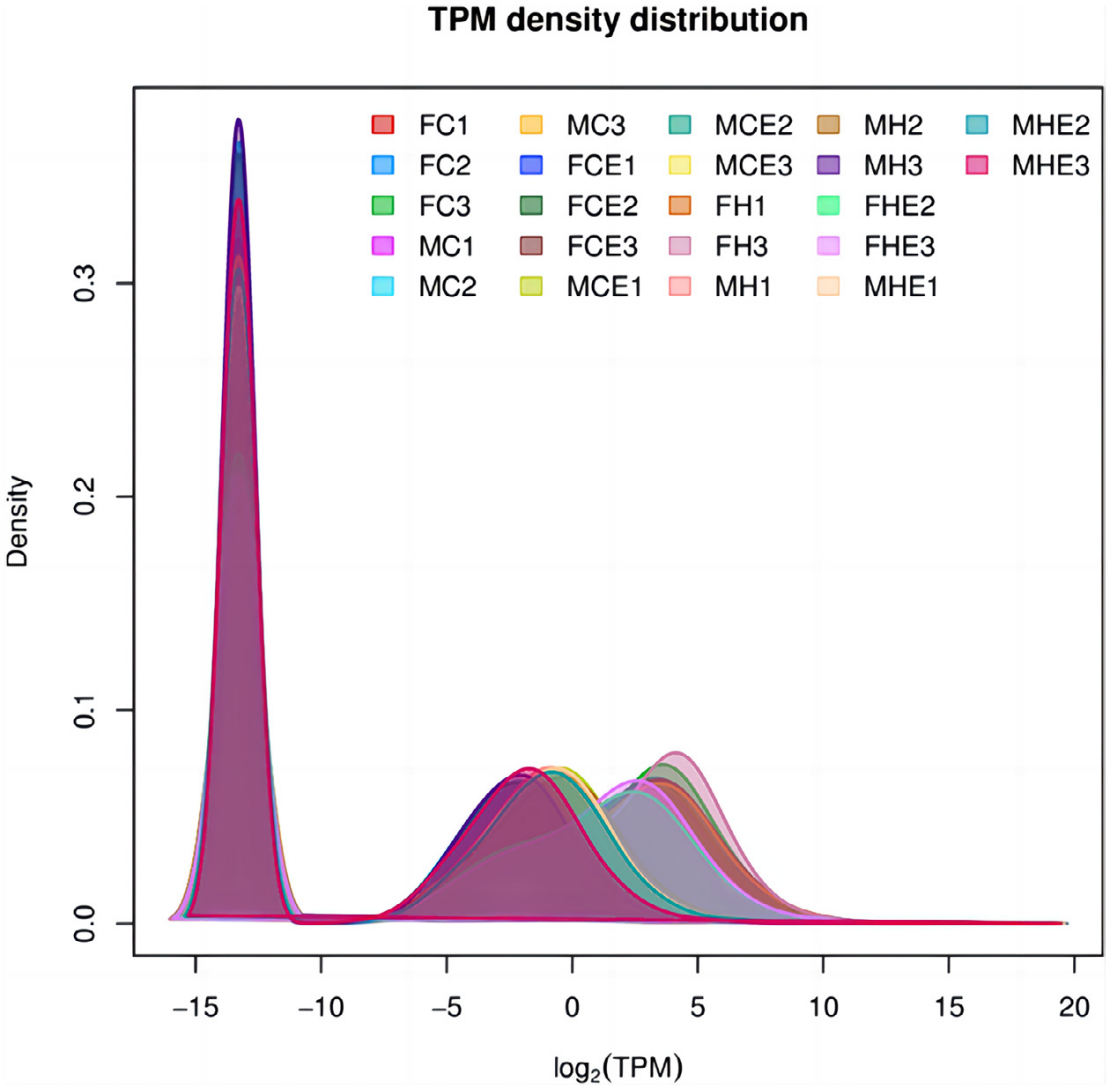
The density plot of the gene expression levels. The horizontal axis is the log (TPM) value, the higher the gene expression; the vertical axis is the corresponding relative density value, which is the number of genes expressed in the horizontal axis / the total number of the genes expressed. Each color in the figure represents a sample, the area of each region is 1, and the peak of the density curve indicates the highest concentration of gene.

**Fig. 2:**
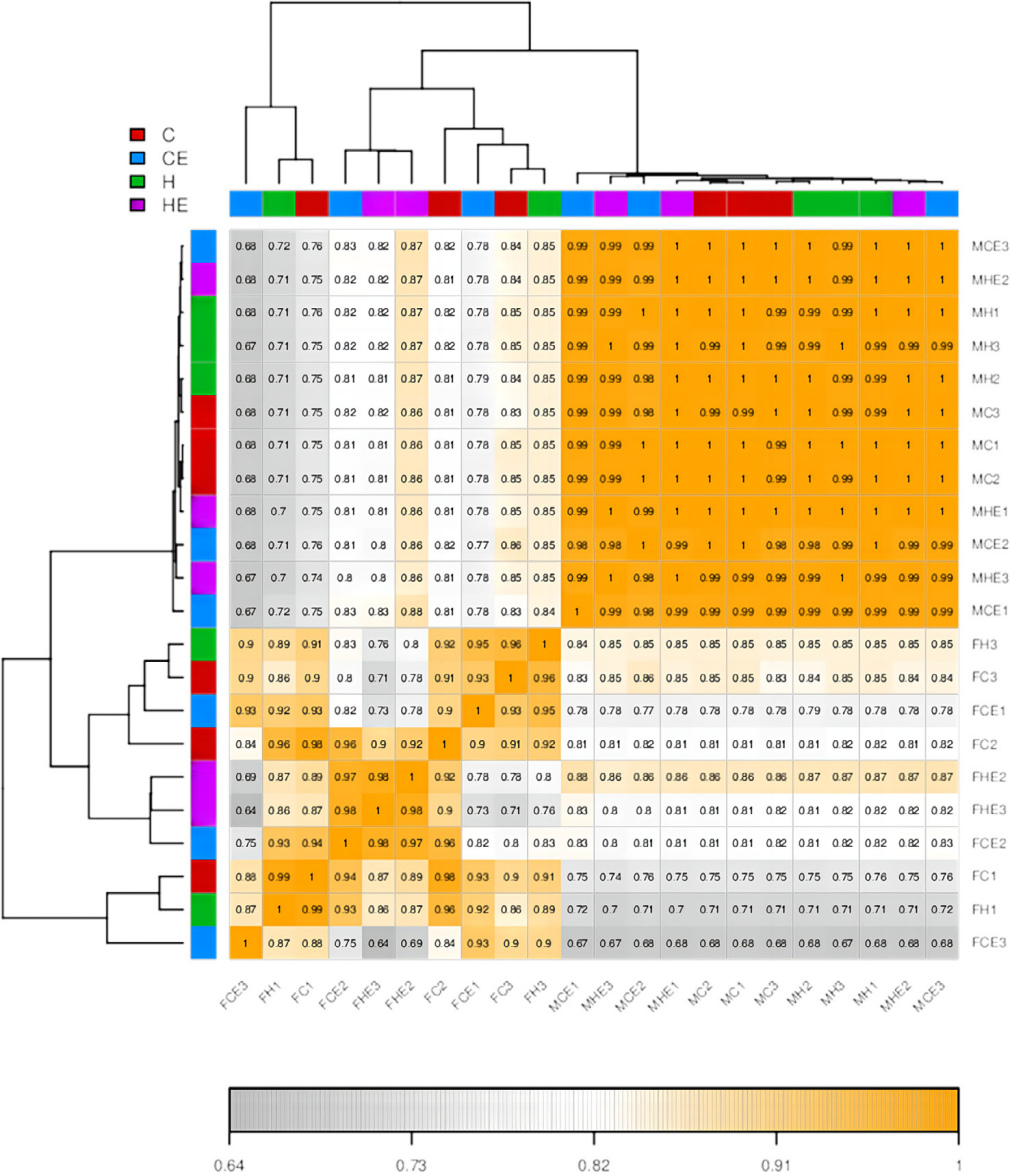
Heat map of correlation analysis between samples.

## 4 Experimental Design, Materials and Methods

### 4.1 Experimental design

All animal experiments were approved by the Animal Ethics Committee of Shandong Sport University (No. 2015206). Seventy healthy 3-week-old male SD rats weighing 57 ± 5 g were purchased from Wuhan Hualian Science Biotechnology Co., Ltd. Ten rats were randomly selected as the general feed group, and the remaining rats were fed high-fat feed to construct an obese rat model. These rats are maintained in a facility with a temperature of 23 ± 2 °C and a humidity of 55 ± 2% for 12 h in a light/dark cycle. The rats in the control group were fed regular feed, and the obese rat model group was fed 60% high-fat feed. These mice are weighed at a fixed time each week. After 8 weeks, obese rats were tested for successful modeling. The success of the modeling was that its weight exceeded 20% of the average weight of the control group. Male rat serum total cholesterol (TC), triglycerides (TG), low-density lipoprotein (LDL-C), and high-density lipoprotein (HDL-C) were measured weekly by Elisa as standard. If the serum TG, TC and LDL-C were increased significantly *(P < 0.05)* and HDL-C was significantly decreased *(P < 0.05)*, the modeling was considered successful. Forty rats were randomly divided into 4 groups: normoxia quiet group (C), normoxia exercise group (CE), hypoxic quiet group (H) and hypoxic exercise group (HE). In this study, a total of 40 rats were selected for modeling, and 24 rats met the modeling criteria, of which two rats were excluded because of unqualified adipose tissue RNA quality inspection, and finally 22 rats were selected for RNA-seq analysis. The 22 rats included fat normoxia exercise group (FCE, *n* = 3), fat normoxia quiet group (FC, *n* = 3), fat hypoxic quiet group (FH, *n* = 2) and fat hypoxia exercise group (FHE, *n* = 2), muscle normoxia exercise group (MCE, *n* = 3), muscle normoxia quiet group (MC, *n* = 3), muscle hypoxic quiet group (MH, *n* = 3), and muscle hypoxia exercise group (MHE, *n* = 3).

Rats in the quiet group did not undergo exercise intervention and kept the cage active for four weeks for 24 h per day. Oxygen concentration was 21% in Group C and 13.6% in Group H. Rats in the exercise group underwent treadmill training, and training started at 17:00 daily, 1 h/d, 5d/w. Week 1 is the adaptive training: The treadmill speed increased from 13m/min to 25 m/min, from 11 m/min to 20 m/min, and the duration increased from 20 min/d to 60 min/d in both CE and HE groups, and the speed and duration remained unchanged for the next 3 weeks(Fig. 3).

**Fig. 3:**
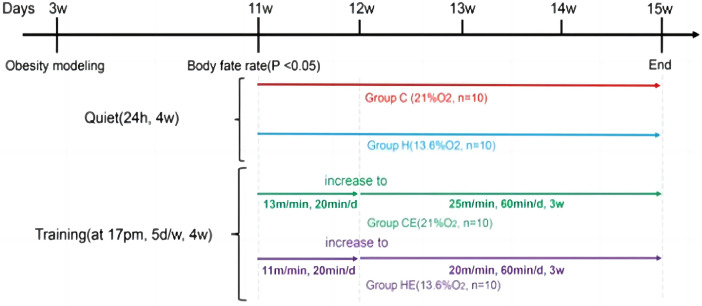
Schematic diagram of animal experiment process.

Laboratory animals were banned from a drinking diet 12 h prior to sampling. Peritoneal anesthesia was performed with 10% hydrated trichloroacetaldehyde (dose calculated at 4 ml/kg body weight) and then the rat was killed and isolated epididymal fat and gastrocnemius muscle. Epididymal fat and gastrocnemius muscle placed into liquid nitrogen and sent to Biotechnology (Shanghai) Co., Ltd. for tissue RNA-seq analysis.

### 4.2 RNA-seq and data quality control analyses

The Illumina Truseq mRNA stranded RNA-Seq Library Prep Kit protocol was followed. The data was checked for quality and quantified using the Bioanalyzer 2100 at Sangon Bioengineering Co., LTD (shanghai). The quality of the sequencing output was assessed using FastQC [6]. Information such as raw data quality values were counted, and the sequencing data quality of the samples was visually assessed using FastQC. Quality filtering and removal of residual adaptor sequences was conducted on read pairs using Fast QC. Ten thousand sequences were randomly selected from the clean data for blastn alignment with the NCBI NT database, evalue <=1e−10 and similarity. When the alignment results were >90% and coverage >80%, the species distribution was calculated and the contamination was detected [7].

For RNA-seq analysis, rat genome of reference: ftp://ftp.ensembl.org/pub/release-99/fasta/rattus_norvegicus/dna/.

Rat's annotation files: ftp://ftp.ensembl.org/pub/release-99/gtf/rattus_norvegicus.

The expression level of a gene can be estimated by the number of sequencing sequences (reads) that map to a genomic region or a gene's exon region. HISAT2 was used to align the effective sample data to the reference genome, and BED Tools was used to analyze the statistical analysis of gene coverage and the distribution of sequencing sequences on chromosomes. The reference genome was used as the reference sequence, and the sequencing sequences after quality control were aligned to the reference genome using HISAT2 and statistically aligned by RSeQC. 

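Fat expressed more genes than muscle at TPM above 0, with 18268 ± 593 per library (SD, n = 10) against 14261 ± 827 (SD, n = 12). The difference of 4006 genes gave p = 2e-05 in a two-sided permutation test, the smallest that 100000 draws can give. Genes detected in all 22 libraries numbered 10411, the number printed in Fig. 4. All 10 fat libraries shared 15238 genes and all 12 muscle libraries 10597. In 1 library only, 1752 genes were detected, of which 407 were in FH3. Arntl, the clock gene, was among the genes missing from a single muscle library, MH3.

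The genes in all 22 libraries numbered 1678 at TPM above 1. With nuclear counts thinned to 841153 per library, a setting added after seeing the data, the fat libraries had 375 more genes than the muscle libraries (permutation test, p = 0.0496).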

The VENN graph (Fig. 4) can be used to count the number of some and unique expressed genes (TPM> 0) in 22 samples, visually showing the similarity and overlap of the number of expressed genes in the sample. Qualimap software was used to calculate the proportion of reads in each genome structure, including Exon, Intron, and Intergenic region, after reads alignment to the reference genome. 

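As a share of all mapped reads, intronic reads were more frequent in fat (4.55% to 13.32% by the paper's numbers) than in muscle (0.28% to 1.56%). Mitochondrially encoded genes took 89.4% to 97.4% of the counts in muscle and 10.1% to 44.7% in fat. These shares therefore do not compare introns among nuclear transcripts of the 2 tissues. FH3, the fat library with the most T cell and mesothelial transcripts, had the highest intronic share of the 22 libraries. The deposited gene counts amounted to 76.0% to 87.0% (median 85.7%) of the paper's total reads in fat and 82.6% to 85.4% (median 84.0%) in muscle. Set against the exonic reads, they were 103% to 106% in fat and 92.1% to 93.8% in muscle. The parts of the paper's table sum to its total in all 22 libraries.

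Libraries with a higher intronic share expressed more genes. Across the 10 fat libraries Pearson's r was 0.895 (permutation test, p = 0.00023, 0.000575 adjusted over 5 relations tested, 3 of them of mitochondrial share with mean r) and Spearman's rho 0.879 (permutation test, p = 0.00186), with r = 0.863 without the 2 libraries farthest from the median. Across the 12 muscle libraries r was 0.838 (permutation test, p = 0.00016, 0.000575 adjusted) and rho 0.846 (permutation test, p = 0.00095), with r = 0.945 without the 2 farthest. MC2, MH3 and MCE2 had the lowest intronic shares of muscle (0.28%, 0.31% and 0.32%). They also had the fewest nuclear counts (1032959, 841153 and 1452338), so in muscle the relation cannot be told apart from nuclear depth.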

Table 2 shows the proportion of genomic reads accounted for by exons, introns, and intergenic regions and the total number of reads, the number of reads mapped to exons, introns, and the number of unaligned reads for the 22 samples.

**Fig. 4:**
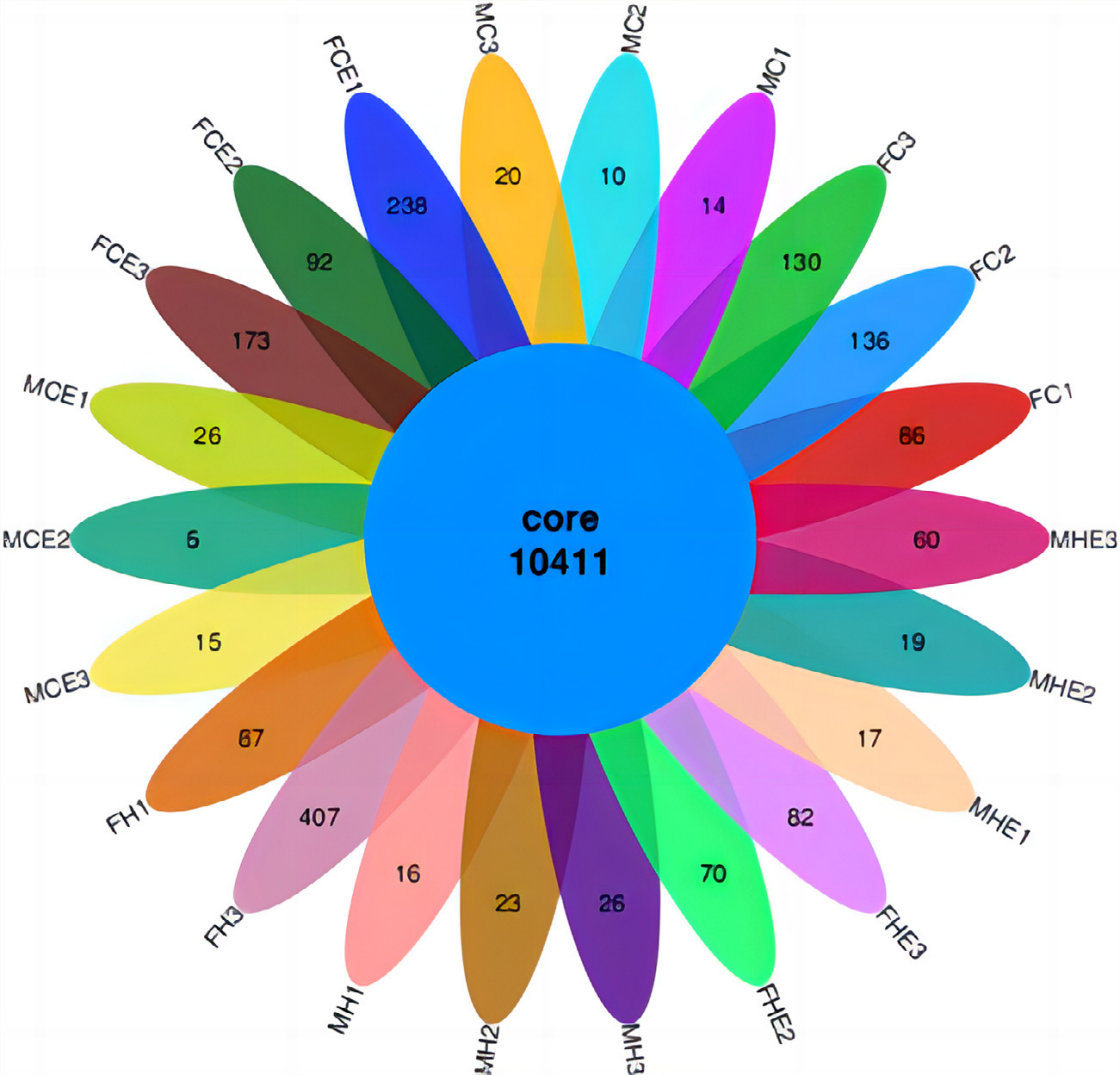
Co-expression of Wayne diagrams.

**Table 2:** The proportion of genomic reads accounted for by exons, introns, and intergenic regions and the total number of reads, the number of reads mapped to exons, introns, and the number of unaligned reads for the 22 samples.

Sample	Exon		Intron		Intergenic			Total reads
	Percentage	number of reads	Percentage	number of reads	Percentage	number of reads	Number of unaligned reads	
FC1	82.86 %	38,387,936	6.02 %	2,789,431	11.12 %	5,150,278	472,693	46,800,338
FC2	82.39 %	41,219,696	6.49 %	3,246,852	11.12 %	5,562,558	414,951	50,444,057
FC3	78.92 %	29,870,581	8.93 %	3,380,459	12.14 %	4,595,834	286,470	38,133,344
FCE1	82.35 %	36,893,388	5.57 %	2,496,055	12.07 %	5,409,058	463,559	45,262,060
FCE2	82.57 %	40,706,837	5.90 %	2,908,628	11.53 %	5,686,421	372,608	49,674,494
FCE3	78.53 %	35,977,838	7.44 %	3,408,696	14.03 %	6,428,692	409,361	46,224,587
FHE2	82.70 %	34,891,605	4.55 %	1,921,236	12.75 %	5,377,187	289,873	42,479,901
FHE3	81.89 %	41,853,747	4.97 %	2,539,532	13.14 %	6,717,255	272,268	51,382,802
FH1	82.88 %	35,959,158	6.17 %	2,675,146	10.95 %	4,751,309	472,724	43,858,337
FH3	72.47 %	34,035,867	13.32 %	6,254,670	14.21 %	6,673,885	371,209	47,335,631
MCE1	89.36 %	41,541,193	0.88 %	409,008	9.76 %	4,535,798	44,217	46,530,216
MCE2	90.55 %	45,870,593	0.32 %	161,739	9.13 %	4,624,021	20,052	50,676,405
MCE3	90.25 %	43,967,634	0.77 %	373,710	8.99 %	4,378,674	37,559	48,757,577
MHE1	90.22 %	35,457,888	0.94 %	367,678	8.84 %	3,474,462	37,408	39,337,436
MHE2	90.23 %	38,387,390	0.92 %	393,144	8.85 %	3,763,967	36,577	42,581,078
MHE3	89.30 %	43,633,447	0.55 %	267,596	10.15 %	4,961,511	17,273	48,879,827
MC1	91.15 %	28,971,761	0.58 %	185,073	8.27 %	2,627,563	22,020	31,806,417
MC2	91.13 %	36,342,868	0.28 %	110,854	8.59 %	3,426,651	15,153	39,895,526
MC3	89.71 %	47,218,461	0.89 %	470,105	9.40 %	4,946,785	64,918	52,700,269
MH1	90.44 %	35,665,781	0.72 %	282,537	8.85 %	3,489,698	29,739	39,467,755
MH2	89.29 %	44,223,662	1.56 %	771,514	9.16 %	4,535,136	58,509	49,588,821
MH3	89.60 %	34,337,761	0.31 %	120,688	10.08 %	3,863,532	8736	38,330,717

## Limitations

Not applicable

## Ethics Statement

The animals we selected were male SD rats, all experiments were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Experimental Animals (NIH Publication No. 8023, revised 1978). Approval for this study was provided by the Shandong Sport University Animal Ethics Committee (China).

## CRediT Author Statement

Conception and design of the work: Wen Ma and Chang Meng; acquisition and analysis of data: Wen Ma and Youhan Liu; interpretation of data: Wen Ma and Chang Meng; writing and preparing the original draft: Wen Ma and Ying Luo; writing, reviewing, and editing the paper: Qinglu Wang and Ying Luo.

## Data Availability

Data of RNA-seq transcriptomes of gastrocnemius muscle and epididymal adipose tissue in obese rats changes in hypoxic exercise environments (Original data) (GEO)

How the deposited data were processed for this re-analysis (not part of the article)

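The data came from 22 RNA-seq libraries of obese male rats, 10 of epididymal adipose tissue and 12 of gastrocnemius muscle, from rats under normoxia quiet, normoxia exercise, hypoxic quiet and hypoxia exercise conditions. The authors filtered the reads with FastQC and Trimmomatic, aligned them with HISAT2 to the rat genome of Ensembl release 99 and deposited 1 table for 32623 genes. It holds read counts per gene, which the authors left without normalization, and TPM, which the authors scaled by gene length within each library. The 22 columns of FPKM were not used. Counts are whole numbers, TPM sums to nearly the same total in every library, and no library was left out.
Differential expression was tested on the deposited counts in R 4.3.3 with edgeR 4.0.16, with TMM normalization, the tool's filter on low counts by group and the quasi-likelihood F test. Each tissue was fitted apart with 1 mean per group and no covariate, and 5 contrasts were taken, namely CE against C, H against C, HE against H, HE against CE and the interaction of exercise and hypoxia. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fat was set against muscle in 1 fit of all 22 libraries with treatment as a covariate. DESeq2 1.42.0 was run as an alternative.
A total of 43 lists were tested, 27 of pathways and 16 of markers of other cell types, with camera in limma 3.58.1 on log2 CPM with a prior count of 2, a preset correlation of 0.01 and a minimum of 5 measured members. That left 41 lists in fat and 36 in muscle. Of 715 list members, 679 matched the table by symbol, 18 by an older symbol or the reference gene table, and 18 did not match.
The genes named were, for each contrast, up to 8 with the largest log2 fold change among called genes with a symbol, a mean of at least 1 CPM and no overlap between the groups, up to 4 members of each described list with the smallest p, and the 5 genes of highest mean TPM per tissue. For fat against muscle they were the 5 with the largest change each way at a mean of at least 100 CPM in the higher tissue, and up to 3 members per marker list. Exceptions are said to have been chosen after their values were seen.
Correlations, expressed genes and distributions were computed on TPM in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Permutation tests were two-sided, exact over 45 splits for the fat libraries of hypoxia exercise rats and with 100000 draws otherwise. Intervals of shares are Wilson intervals at a confidence level of 0.95, and the limit for a count of 0 is 3 counts. Intervals and limits cover counting error only. The paper counts 22 rats over the fat and muscle groups, which reads as 1 rat per library. It says nothing further on fat and muscle libraries with the same number.
The alternatives were DESeq2, no filter and a filter of 5 CPM in 2 libraries, the replicate number as a block, the intronic share of reads as a covariate, omission of each library in turn, an estimated correlation in camera, log2 scales with pseudocounts of 1 and 0.0001, ranks, omission of the mitochondrial or the 20 highest genes, TPM minimums of 0.1 and 1, and thinned counts. Settings added after seeing the data left out FHE3 and FCE2, took the share of Mt-atp6 in mitochondrial counts, above or below 8%, as a batch term, left out mitochondrial or muscle fibre genes, or rescaled nuclear TPM to a total of 1000000. Where an omission leaves 1 library in a group, that library is assumed to vary like the other groups.
The test was tried on simulated data with 100 changed genes per size. These were drawn among genes with a mean above 1 CPM, so the shares recovered do not cover tested genes of lower level. In fat, 3% to 6% of genes with a 2-fold and 35% to 69% of genes with a 4-fold change were recovered, and in muscle 11% to 21% and 87% to 91%. The common dispersion was 0.232 in fat and 0.136 in muscle. Coverage along genes and chromosomes was not analysed here.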

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

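The tests of the mitochondrial share on log2(TPM + 1), of skeletal muscle RNA in FHE2, of more mitochondria per cell, of the source of muscle transcripts and of the clock genes were chosen only after the result was seen. Those of the mitochondrial share on TPM without logarithm and of muscle RNA in FHE3 were set beforehand by rank alone. The spread used in both was added after the values were seen. Of 10 measures tested over the fat libraries, 2 had 1 library far from the rest, and chance gives about 1 in 20.

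FH3 had 407 genes detected in no other library, far from the other 9 fat libraries. FHE3 had 7031 CPM of nuclear counts of Acta1, also far from the rest. FCE2 had 18217 counts of Acta1, above the normoxia quiet fat libraries. The paper names no genes, and 5 genes passed the test in muscle. Dbp had log2 fold changes of 2.96 in MCE against MC and 3.52 in MH against MC, and in the latter Nr1d2 had 1.45, Per2 1.79, Arntl -3.87 and Rpl30 -2.64. Rpl30 had 2.23 in MHE against MH.

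The mean r with muscle was higher in FHE than in the other fat libraries by 0.110 without the mitochondrial genes. On TPM without logarithm, FHE2, rank 1 of 10 with all genes, still had rank 2 without these genes, 0.0384 above FH3. By the rule on rank set beforehand this counts against a larger mitochondrial share as the whole cause. But FHE2 and FH3 are 1 library each, so the spread of 0.0167 measures no variation between rats and this cause stays open. On log2(TPM + 1) a larger mitochondrial share cannot be told apart either. With nuclear TPM rescaled, FHE3 had rank 1 but FHE2 rank 4 (5 over named genes, and 7 there with Spearman's rho). The FHE difference did not pass in these settings (exact permutation test, p = 0.0667, 0.0889 and 0.133). Skeletal muscle RNA is argued against in FHE2, where Acta1 was at 0.349 CPM of nuclear counts and the highest normoxia quiet library at 24.1. In FHE3 it cannot be told apart. Without mitochondrial and fibre genes the mean r of FHE3, 0.298, was 0.0176 above that of FH3, the next library with FHE2 left out. By the rule set beforehand this counts against muscle RNA, but it is within the later spread of 0.0179. More mitochondria per cell, which hypoxia exercise might bring, also stays open, with a median log2 fold change of nuclear-encoded oxidative phosphorylation genes of 0.0077 in FHE against FCE (SD 0.267 over members) beside 1.93 for mitochondrially encoded genes, and of 0.70 in FHE against FH.

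FHE3 and FCE2 held skeletal muscle transcripts. Reads or RNA from the gastrocnemius libraries are argued against, since the ratio of Myh2 to Acta1 counts was 1.01 in FHE3 and 0.533 in FCE2, above the 0.131 to 0.325 of the 12 gastrocnemius libraries (SD 0.0513). Another skeletal muscle taken with the fat stays open, since 16 of 16 fibre markers, from a list fixed beforehand, were higher in FHE3 than in each normoxia quiet fat library, and 16 in FCE2, which restates the pattern and favours no source. The levels in FHE3 were 7031 for Acta1, 7072 for Myh2 and 4582 for Ckm in CPM of nuclear counts. No biological explanation was tested.

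In hypoxic quiet against normoxia quiet rats, 16 of 17 clock genes had the same sign in fat and muscle. Library size or normalization is argued against, since the lowest ratio of Dbp to Arntl counts in hypoxic quiet libraries was 14.0 times the highest in normoxia quiet libraries in fat and 114 times in muscle. Groups killed at different times of day stay open beside a shift of the clock by hypoxia, which was not tested apart from it. Of 10 values, Arntl and Npas2 below 0 and Dbp, Per2 and Nr1d1 above 0 over both tissues, 10 had the sign that a different time of killing could give, which a phase shift could give too. These explanations cannot be told apart, since the paper's text gives no time of killing.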

How the results depend on the processing

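The settings that left out FHE3 and FCE2, used the Mt-atp6 share as a batch term, removed mitochondrial genes from the fits, combined gene sets with log2 scales or rescaled nuclear TPM were added after seeing the data, and the cause of each change below was not tested unless stated. Of single genes and lists, 99 results kept direction and side of the threshold under the settings fixed beforehand and 98 lost their call with the direction kept. Under the added ones 156 kept both, 22 lost the call and 2 turned. When a library was omitted, 792 kept both, 172 lost the call and 10 turned. Of the main counts and values, under the settings fixed beforehand 60 stayed the same, 43 moved, 3 newly passed and 6 turned, under the added ones 49 stayed the same, 17 moved, 4 newly passed and 9 turned, and with a library omitted 293 stayed the same, 68 moved and 12 turned. The difference of 4006 in expressed genes was 3877 with total counts thinned to the smallest library, and 375 with nuclear counts thinned to 841153.

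DESeq2 called 66, 151, 996, 470 and 63 genes in fat for CE against C, H against C, HE against H, HE against CE and the interaction, where edgeR called 0. In muscle DESeq2 called 6, 107, 5, 14 and 13, where edgeR called 1, 5, 1, 0 and 0. The 5 for HE against H were Rpl30, Fmo2, Fmo1, Ctsl and Bgn. The genes named in this part outside the rule were chosen after their values were seen. Without a filter on low counts, muscle had 2 (Dbp among them), 57, 2 (Rpl30 and Fmo2), 4 (Ucp3, Npas2, Pla2g2a and Hbb) and 4 (Rpl30, Cxcl1, Dbp and RT1-Bb). With at least 5 CPM in 2 libraries the interaction had 1, Rpl30. With the intronic share as a covariate, muscle H against C had 3 (Dbp, Rpl30 and Arntl) and fat HE against CE 91. Without FHE3 and FCE2, fat had 3 genes for HE against H (Rn50_1_0430.2, Slc25a51 and Plec), 4 for HE against CE (these and Vps25) and 3 for the interaction (again Rn50_1_0430.2, Slc25a51 and Plec), and 5 lists for HE against H, where the slow-twitch and fast-twitch lists turned (adjusted p = 0.998 each), since these libraries carried the fibre transcripts. The count of genes that changed at least 2-fold between the tissues was 4813. With an estimated correlation camera called 0 lists in all 8 comparisons.

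With the replicate number as a block, muscle H against C had 2 genes (Dbp and Rpl30), with adjusted p of 0.0612 for Per2 and 0.111 for Nr1d2 and Arntl, and fat HE against CE had 1. The block moved no other count of genes or lists by over 1.5 times. Same-numbered libraries had a correlation of their deviations above 0.1 in 7 of 12 pairs of fat groups, 3 of 18 pairs of muscle groups and 5 of 10 pairs of fat and muscle, with medians of 0.180, 0.0421 and 0.116. Libraries of different numbers had one in 5 of 25, 6 of 36 and 2 of 20, with medians of -0.0824, -0.0283 and -0.0713. Same-numbered libraries thus deviated together more often in fat and between the tissues, but not in every pair, so by the limit set for all pairs the numbers were not shown to pair the samples.

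The difference in mean r between FHE and the other fat libraries passed the test at 0.0712 on log2(TPM + 1), 0.110 without the mitochondrial genes, 0.145 without the 20 highest genes, 0.0650 without the mitochondrial genes on log2(TPM + 1), 0.0832 and, on log2(TPM + 1), 0.0582 without mitochondrial and fibre genes, and 0.146 with rescaled named nuclear genes. The same-treatment difference turned to 0.000962 on log2(TPM + 1), 0.0017 on log2(TPM + 0.0001), 0.00168 with Spearman's rho, 0.00759 without the mitochondrial genes and 0.0055 without the 20 highest. With the added settings it was 0.000714 without the mitochondrial genes on log2(TPM + 1), 0.00569 and 0.000675 (log2) without mitochondrial and fibre genes, 0.00143 with rescaled nuclear genes (log2), 0.0155, 0.00161 (log2) and 0.00172 (Spearman's rho) with rescaled named genes, and 0.0130 and 0.00166 (log2) without their fibre genes. In the same order, the mean r of FHE2 was 0.768, 0.784, 0.846, 0.276 and 0.249, then 0.783, 0.323, 0.802, 0.859, 0.393, 0.838, 0.835, 0.573 and 0.849. The median r between fat and muscle was 0.744 on log2(TPM + 1), 0.208 without the mitochondrial genes, 0.178 without the 20 highest, 0.228 without mitochondrial and fibre genes, 0.289 with rescaled named genes and 0.402 without their fibre genes.

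At TPM above 1, 1678 genes were in all 22 libraries. The difference in median log2 TPM turned to -0.47 without the mitochondrial genes. At a mean of at least 5 CPM in both tissues, rho of the shared fold changes was 0.112 for CE against C, 0.166 for H against C, 0.112 for HE against H, 0.198 for HE against CE and 0.174 for the interaction, and for CE against C it was 0.0406 without FHE3 and FCE2.

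With 1 library left out, fat had 0 to 3 genes for H against C (3 without FH1: AC117058.1, Myrf and Sbsn), 0 to 16 for HE against H (16 without FHE2, 10 without FHE3, 1 without FH1, AC117058.1), 0 to 11 for HE against CE (11 without FHE2, 9 without FHE3, 1 without FC3, Pnpla3) and 0 to 6 for the interaction (6 without FHE3, 1 without FH1, AC117058.1). Muscle had 0 to 2 for CE against C (0 without MC1, MC2 or MC3, and 2 without MCE1, Dbp among them), 2 to 11 for H against C (11 without MCE1, and 2 or 3 without MCE3, MC2, MC3, MH2, MH3 or any MHE library), 0 to 2 for HE against H (0 without MHE2, MH1 or MH2, and 2 without MHE1, Rpl30 and Fmo2), 0 to 1 for HE against CE (Npas2 without MCE2 and Ucp3 without MH1) and 0 to 1 for the interaction (Dbp without MCE1 and Rpl30 without MCE2). Lists called in fat were 4 to 14 for CE against C (14 without FCE1 or FCE3, 13 without FC3, 11 without FC2), 6 to 24 for H against C (6 without FH3), 5 to 19 for HE against H (5 without FHE3, 9 without FH3) and 3 to 13 for HE against CE (3 without FHE3, 13 without FHE2). In muscle they were 4 to 11 for HE against H (4 without MHE2) and 4 to 15 for HE against CE (4 without MHE2, 6 without MCE3).

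Lists that turned in fat H against C without FH3 had adjusted p of 4.67e-07 to 0.223 (lipolysis), 2.42e-10 to 0.951 (fatty acid oxidation), 2.39e-22 to 0.184 (oxidative phosphorylation), 0.000610 to 0.951 (glycolysis), 3.83e-07 to 0.721 (adipocyte) and 0.00486 to 0.984 (endothelial). Without FHE3 the slow-twitch list turned in HE against H (2.69e-13 to 0.920), and in HE against CE so did the fast-twitch list (1.35e-16 to 0.249) and the skeletal muscle fibre list (1.11e-15 to 0.154). In muscle, fatty acid oxidation turned in HE against CE without MCE2 (5.69e-05 to 0.724). The same-treatment difference ranged from -0.00508 to 0.00519. Pearson's r of the shared fold changes ranged from 0.0123 to 0.0864 for CE against C, -0.190 to 0.388 for H against C, -0.0377 to 0.0556 for HE against H, 0.0110 to 0.128 for HE against CE and -0.0558 to 0.141 for the interaction. The Spearman correlation of these fold changes ranged from 0.0213 to 0.126 for CE against C (0.0213 without MCE2), 0.0417 to 0.184 for H against C (0.0417 without FH3), -0.0712 (without MH3) to 0.146 (without MH2) for HE against H, 0.0523 (without MCE1) to 0.157 for HE against CE and -0.0154 (without MCE1) to 0.167 (without MCE2) for the interaction.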

Differences from the paper's values

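The 120 values of r between a fat and a muscle library printed in Fig. 2 differed from those computed here by at most 0.005. The paper's read numbers are another measure than the gene counts, so no agreement is drawn from them. The paper describes fat and muscle as strongly correlated under hypoxia exercise. With TPM without logarithm, FHE2 ranked 1 and FHE3 ranked 5 of the 10 fat libraries by mean r with muscle, and the 2 together were above the other 8 by 0.0598 (exact permutation test, p = 0.2). Among alternatives set before the data were examined, the difference passed the test on log2(TPM + 1), without the mitochondrial genes and without the 20 highest genes (exact permutation test, p = 0.0222 each, the smallest possible) and did not on log2(TPM + 0.0001) (p = 0.133), with Spearman's rho (p = 0.156) or with genes of TPM at least 1 in 2 libraries (p = 0.2, exact permutation tests). Of settings chosen after seeing the values, those without mitochondrial genes on log2(TPM + 1), without mitochondrial and fibre genes on either scale, and with rescaled named nuclear genes also passed (exact permutation test, p = 0.0222). The other 5 did not, namely rescaled nuclear genes on log2(TPM + 1) (p = 0.0667), rescaled named nuclear genes on log2(TPM + 1) (p = 0.0889) and with Spearman's rho (p = 0.133), and these without fibre genes on TPM (p = 0.0667) and on log2(TPM + 1) (p = 0.0889, exact permutation tests). After the correlations of Fig. 2, the paper states that hypoxic exercise strengthened the exchange between tissues. The interaction of exercise and hypoxia within a tissue does not measure such exchange, and it also compares running speed. This interaction had 0 genes called by edgeR in fat and in muscle, with 853 and 475 at an unadjusted p under 0.05 and 63 and 13 by DESeq2.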

Other observations

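The splits of libraries below were planned, and the genes and lists are those fixed beforehand. Glucocorticoid response genes were higher in FCE than in FC, with 13 of 16 positive and a median log2 fold change of 1.13 (camera adjusted p = 1.27e-05, and adjusted p = 0.926 with an estimated correlation), and in MCE than in MC, with 14 of 16 positive and a median of 0.89 (camera adjusted p = 2.22e-05, and adjusted p = 0.567 with an estimated correlation). Fkbp5, a chaperone induced by glucocorticoids, was at 68.6 ± 54.6 CPM in FCE and 21.2 ± 1.98 in FC (SD, n = 3 each). Errfi1, a feedback inhibitor of EGF receptor signalling, had log2 fold changes of 1.63 (SE 0.45, adjusted p = 0.922 from edgeR) in fat and 1.94 (SE 0.52, adjusted p = 1.00 from edgeR) in muscle. Immediate-early genes had medians of 0.66 in fat (camera adjusted p = 0.000730, adjusted p = 0.926 with an estimated correlation and 0.186 without FC1, 0.0786 without FCE3 and 0.0573 without FCE2) and 0.81 in muscle (camera adjusted p = 8.53e-05, and adjusted p = 0.656 with an estimated correlation), the latter with adjusted p = 0.693 without MCE2. Markers of other cell types were called in the same contrasts. In fat they were higher for nerve and Schwann cells, with 9 of 10 positive and a median of 1.32 (camera adjusted p = 0.00696, adjusted p = 0.926 with an estimated correlation and 0.0901 without FC2), and mast cells, with 7 of 9 and 0.64 (camera adjusted p = 0.0224, adjusted p = 0.926 with an estimated correlation, and 0.389 without FC1, 0.341 without FCE2 and 0.0540 without FH3). In muscle erythroid genes were higher, with 6 of 6 positive and a median of 1.05 (camera adjusted p = 0.0104, adjusted p = 0.656 with an estimated correlation, and 0.534 without MCE2 and 0.0594 without MC2). Adipocyte markers were lower there, with 4 of 14 positive and a median of -0.46 (camera adjusted p = 0.0212, adjusted p = 0.656 with an estimated correlation, and 0.0691 to 0.291 without MCE1, MCE3, MC2 or MC3).

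Targets of hypoxia-inducible factor were not called in any of the 8 comparisons, with adjusted p of 0.839 in FH against FC and 0.579 in MH against MC. Neither were thermogenic adipocyte genes. Inflammatory cytokines and chemokines were higher in MH than in MC, with 12 of 13 positive and a median of 0.82 (camera adjusted p = 2.88e-05, and adjusted p = 0.217 with an estimated correlation). Ptgs2, which encodes cyclooxygenase 2, was at 2.31 ± 0.72 CPM in MH and 0.105 ± 0.118 in MC (SD, n = 3 each), with an adjusted p of 0.106 from edgeR. They were lower in MHE than in MH, with a median of -0.73 (camera adjusted p = 0.00135, and adjusted p = 0.335 with an estimated correlation). Nuclear-encoded oxidative phosphorylation genes were lower in MHE than in MCE, with 3 of 49 positive and a median of -0.35 (camera adjusted p = 4.19e-07, and adjusted p = 0.677 with an estimated correlation, and 0.534 without MCE2).

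The libraries were also split in other ways into groups of the same sizes. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 0 genes and 6 lists in fat for CE against C, and the highest of the others 1 and 18, where each of the other 9 splits called more lists than the real one (9 to 18). In muscle the real splits called 1, 5, 1 and 0 genes for CE against C, H against C, HE against H and HE against CE, and the highest of the others 1, 1, 1 and 0. For lists they called 9, 7, 8 and 11, and the highest of the others 15, 10, 8 and 13. A list call alone therefore does not tell treatment from other differences between libraries. For the interaction in muscle, the real split called 0 genes, so 100 of 100 splits gave as many whatever the data, and this count says nothing about chance. The highest of the others called 106, which may point to a structure of the samples that was not tested. For fat against muscle, 1 of 100 splits, the real one, called as many as 8086 genes, and the highest of the others 0. No random labelling thus reached the real count. Mixed labels leave the tissue difference in the spread, which makes calls unlikely. Their 0 therefore does not show how many of the 8086 calls chance could give.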
